A study of Rattus norvegicus with 16 samples.

How the data were processed

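The samples were glomeruli of 16 male Wistar rats weighing about 175 g. Per the labels' protocols, puromycin aminonucleoside (PAN) was injected intravenously, drugs or vehicle were given daily by gavage, and glomeruli were sieved from the kidneys on day 11. Stranded poly(A) RNA libraries were made from 200 ng of total RNA with 12 PCR cycles and read as pairs of 150 bp, and the design text gives 2 sequencing lanes. The labels put 4 rats in each of 4 groups: control, PAN, PAN plus pioglitazone and PAN plus GQ-16. They give no dose, no litter or batch and no pairing between groups. The replicate numbers used here only name the rats of a group.

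The deposited table holds log2 CPM values, that is, read counts scaled to a common library total, for 13222 genes, identified by Ensembl rat gene identifiers, in 16 libraries. No header or label states the aligner, the counting program, the genome build or the annotation version. The values themselves show how they were scaled. In the deposited log2 values, 0.5 read had been added to each count and 1 to each library total before division by the total, which is the form that voom in limma writes, and no further library factor had been applied. Undoing this gave whole reads for 100% of the values. Every listed gene reached 2 CPM in at least 8 libraries, so genes of low abundance had been removed before deposit, and totals refer to reads in the listed genes. Of the listed genes 12741 are protein coding, and 11689 symbols were found in the RefSeq gene table of assembly GRCr8, which was used for names only. No coordinates are given because the build behind the table is not stated.

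Totals ran from 13351137 to 21977663 reads per library. A count of 3 reads was taken as the smallest detectable level and corresponds to between 0.14 and 0.22 CPM. Counting error was small beside the differences between rats, and confidence intervals from read counts cover counting error only, since the reads carry no molecular identifiers. Libraries of the same group were compared to find any deposited more than once. None agreed within counting error, with chi-square values per gene between 13.3 and 297. That each library is a separate rat rests on the labels.

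Gene-level comparisons were made with limma 3.58.1 in R 4.3.3 on log2(CPM + 1), where CPM is 2 to the power of the deposited value. A single model with 4 group means was fitted to all 16 libraries, with a trend of the variance on the mean level, and p-values were adjusted by the Benjamini-Hochberg method over 13222 genes. Genes with an adjusted p-value under 0.05 are called changed. Log2 changes are on the log2(CPM + 1) scale, which understates the change of genes of low abundance. The filter of a mean of at least 1 CPM removed 0 genes. The design fixed in advance had assumed raw counts first and named this limma model for a table of normalized values. Because the table holds log2 values, that second branch was used, and the alternatives meant for a count table were not run. All tests were two-sided except the Poisson test of a single read count, which was one-sided.

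Lists of podocyte genes, PPAR target genes, extracellular matrix genes and tubule genes were written before the data were examined. They held 30, 40, 30 and 30 genes, of which 30, 30, 24 and 27 are in the table. The scores cover only the genes in the table. A rat's list score is the mean of log2(CPM + 1) over the list. Group means were compared by an exact permutation test over all 70 assignments of 8 rats to groups of 4, for which the smallest possible p is 0.029, with Benjamini-Hochberg adjustment over the 12 list comparisons. A PAN signature score was the mean of the 200 genes with the smallest p among those higher in PAN minus the mean of the 200 among those lower, after centring each gene. Each PAN and control rat was scored with a signature made without that rat. Treated rats were scored with the signature made from all PAN and control rats, so their gene set differed from those of the PAN rats. The effects of the 2 drugs were correlated across genes with separate PAN rats behind each effect, over the 6 ways to divide the 4 PAN rats.

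Genes named in the text follow a rule fixed in advance. For each comparison these are the 3 largest rises and the 3 largest falls among changed genes that have a symbol, a mean of at least 5 CPM and no overlap between the 8 rats. Nphs1, Wt1, Podxl, Synpo, Pdk4, Lcn2 and Umod are reported whatever their values. Pparg, Angptl4, Fabp4, Cd36 and Havcr1 were on the same list and are not analysed here, and another gene of that list is not reported here. Genes outside the rule are marked as chosen after their values were seen.

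Alternatives fixed in advance were quantile normalization, a pseudocount of 0.1, the tubule score as a covariate, a fit to only the groups compared, a minimum change of 2-fold, the median over a list, signatures of 50 or 1000 genes or without holding rats out, a shared PAN group for both drug effects, rank correlation, and leaving out each rat in turn. Alternatives chosen after the data were seen were median-ratio scaling of the recovered reads, voom on those reads with the same scaling, a mean of at least 10 CPM, the podocyte score as a covariate, and a covariate for library numbers of 25 or higher. In median-ratio scaling each library is divided by the median of its ratios to the gene-wise geometric mean, so that a few abundant genes do not set the scale. The number in each sample title is called the library number, and its meaning is not stated.

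The model was tested on simulated reads for 13222 genes with 200 changed by known amounts. It recovered 96 of 100 genes changed 4-fold and 74 of 100 changed 2-fold, made 7 false calls, and made 0 calls in a comparison without changes. The simulated spread was independent between genes, unlike that of the real libraries. Rises and falls were equal in number, and no shift in mitochondrial share between groups was built in. The simulation therefore cannot show how the model behaves under such a shift.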

Results

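The glomerular transcriptome was measured by poly(A) RNA sequencing in a rat model of nephrotic syndrome and after treatment with agonists of the nuclear receptor PPARγ. PAN is a toxin that injures podocytes, the cells that form the filtration slits of the glomerulus, and leads to heavy protein loss in urine. Pioglitazone is a thiazolidinedione PPARγ agonist in clinical use and GQ-16 is a partial PPARγ agonist. The groups were control, PAN, PAN plus pioglitazone and PAN plus GQ-16, with 4 rats in each. Library totals ran from 15721087 to 19960643 reads in control, from 15169168 to 18880622 in PAN, from 15156273 to 21977663 with pioglitazone and from 13351137 to 19053825 with GQ-16. No pair of groups differed in total reads by an exact permutation test, with p-values between 0.229 and 0.914 over 6 comparisons.

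The share of reads from the 21 listed mitochondrial genes differed widely between rats. It was 26.3% ± 11.8 in control, 9.24% ± 2.20 in PAN, 14.3% ± 4.57 with pioglitazone and 16.4% ± 11.2 with GQ-16 (SD, n = 4). Control rats ranged from 13.9% to 39.6%, and all 4 PAN rats were lower, between 5.98% and 10.8%. The difference between PAN and control was -17.1 percentage points, with an exact permutation p of 0.0286, which is the smallest this design allows, and 0.172 after adjustment over the 6 comparisons. The other 5 comparisons had exact p-values from 0.114 to 0.800.

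**Figure D1:**
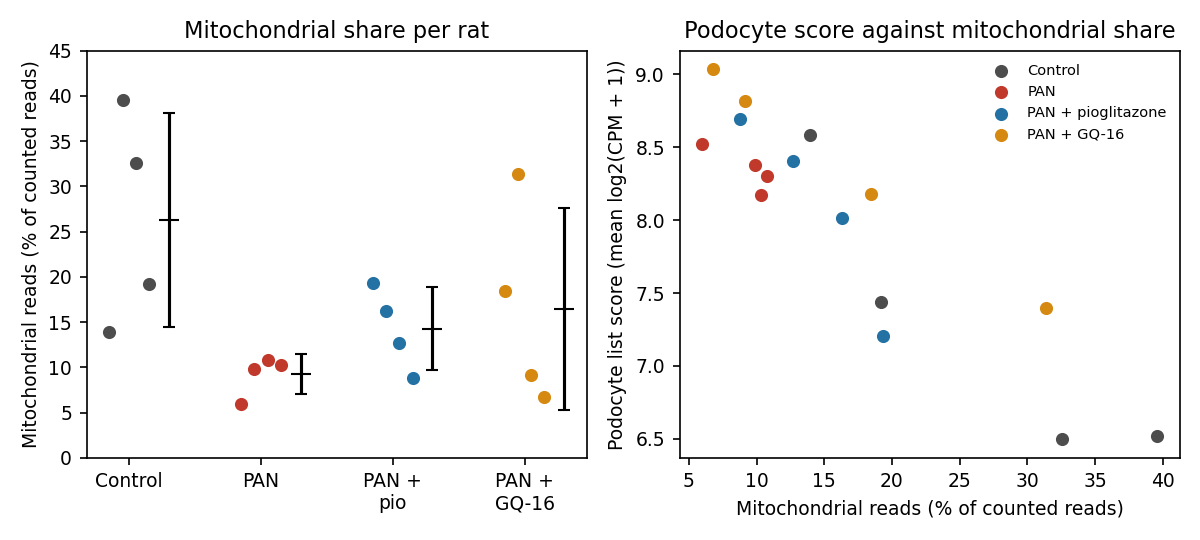
The left panel shows the mitochondrial share of counted reads (%) for each rat as a point, with the group mean and SD in black, for control, PAN, PAN plus pioglitazone (pio) and PAN plus GQ-16. The right panel shows the podocyte list score, the mean log2(CPM + 1) of 30 genes, against that share for the same 16 rats, and rats with a higher share have lower scores.

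Because values are scaled to the library total, a lower mitochondrial share raises all other genes. The median log2 change of all 13222 genes between PAN and control was 0.28 as deposited and -0.003 under median-ratio scaling. The corresponding median was 0.21 for pioglitazone against control, 0.17 for GQ-16 against control, -0.09 for pioglitazone against PAN and -0.11 for GQ-16 against PAN. Log2 changes of named genes against control are therefore given with their median-ratio values.

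The comparison of PAN with control addresses the effect of the injury. In it 2943 genes were changed at a limma adjusted p under 0.05, 2874 higher and 69 lower in PAN. Under median-ratio scaling 1141 genes were changed, 942 higher and 199 lower, and 1002 of them were among the 2943. The share of changed genes that were higher fell from 97.7% to 82.6%, and to 73.7% under quantile normalization, with 837 higher and 299 lower. A covariate for library numbers of 25 or higher gave 393 genes, and 381 together with median-ratio scaling, the lowest count of any alternative that kept all rats. Such numbers belong to 3 of 4 PAN rats and 0 of 4 control rats, so that in this comparison library number and PAN without treatment are largely confounded. Of the treated rats, which also received PAN, 1 of 4 with each drug had such a number. With a single PAN rat numbered 15 or lower, the comparison could not be recomputed within one range of numbers. Of the 2943 genes, 2268 had no overlap between the 8 rats. Across all genes 23.3% had no overlap, against 2.86% by chance.

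**Figure D2:**
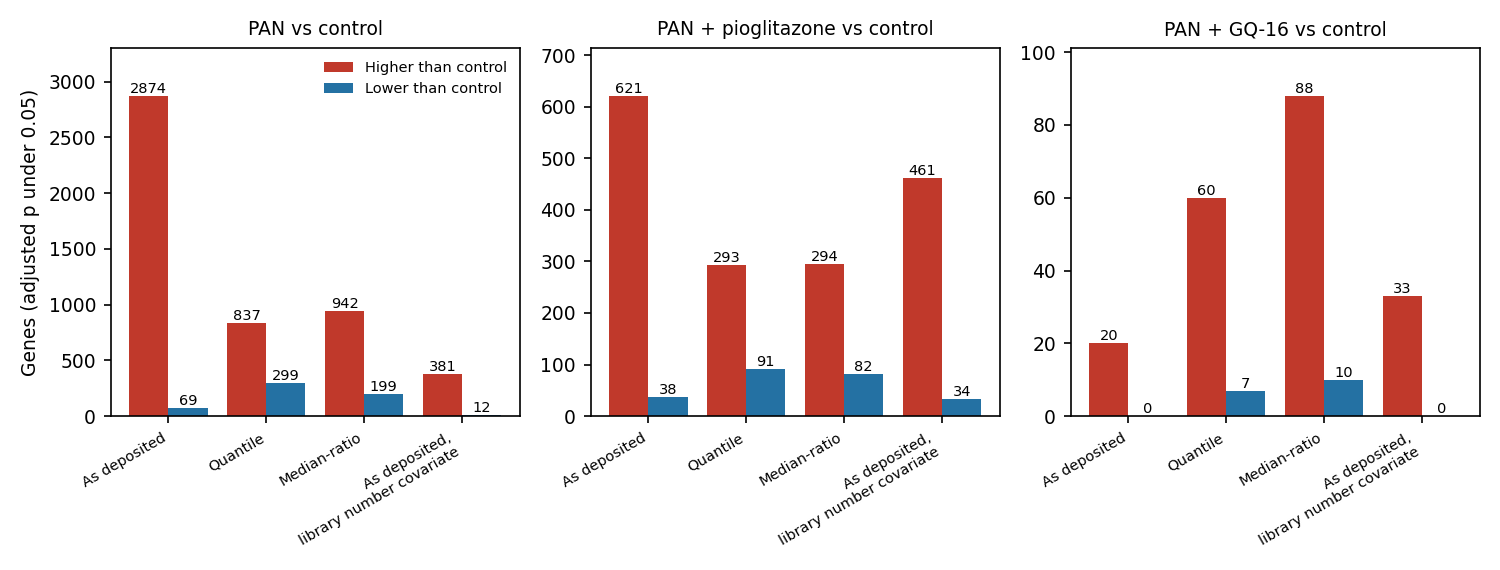
Bars give the number of genes with a limma adjusted p under 0.05 that were higher (red) or lower (blue) than control, for values as deposited, after quantile normalization, after median-ratio scaling, and as deposited with a covariate for library numbers of 25 or higher. For PAN the split was 2874 higher and 69 lower as deposited, 837 and 299 after quantile normalization, and 942 and 199 after median-ratio scaling.

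The largest rise in PAN was that of Synpo2l (ENSRNOG00000008949), from 1.20 ± 0.610 CPM in control to 140 ± 33.0 CPM in PAN (SD, n = 4), a log2 change of 6.01 (SE 0.610, limma adjusted p 6.4e-05). Pygm (ENSRNOG00000021090), the muscle glycogen phosphorylase gene, rose from 5.23 ± 1.82 to 187 ± 48.9 CPM, a log2 change of 4.92 (SE 0.471, limma adjusted p 4.32e-05). Myom2 (ENSRNOG00000011754), which encodes a sarcomere protein, rose by 4.83 on the log2 scale (SE 0.737, limma adjusted p 0.000875), and its control values ranged from 0.791 to 15.9 CPM. Under median-ratio scaling these rises were 5.82, 4.66 and 4.63. The largest fall was that of Prrt2 (ENSRNOG00000029366), from 38.6 ± 10.1 to 7.56 ± 1.83 CPM, a log2 change of -2.21 (SE 0.362, limma adjusted p 0.00134) and -2.49 under median-ratio scaling. Calb1 (ENSRNOG00000007456), a gene of the distal tubule, fell from 84.4 ± 15.5 to 31.7 ± 18.5 CPM, with a log2 change of -1.57 (SE 0.477, limma adjusted p 0.0314) and -1.87 under median-ratio scaling. The mitochondrial gene Mt-atp8 (ENSRNOG00000033299) changed by -1.56 on the log2 scale (limma adjusted p 0.0302), and by -1.86 under median-ratio scaling (limma adjusted p 0.0561). It overlaps the neighbouring mitochondrial ATP synthase gene, so its count is uncertain. With the library-number covariate Calb1 and Mt-atp8 lost their calls (limma adjusted p 0.276 and 0.386). Synpo2l, Pygm, Myom2 and Prrt2 kept theirs.

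Among podocyte genes reported whatever their values, Wt1 was 97.8 ± 88.1 CPM in control and 220 ± 35.7 CPM in PAN (SD, n = 4), a log2 change of 1.52 (SE 0.497, limma adjusted p 0.04), and 1.23 under median-ratio scaling (limma adjusted p 0.0946). The rises of Synpo (1.56), Nphs1 (1.20) and Podxl (0.51) had limma adjusted p-values of 0.0736, 0.0939 and 0.209. They were 1.26, 0.90 and 0.21 under median-ratio scaling, and Podxl and Nphs1 changed sign when the podocyte score was a covariate. Control rats differed widely in these genes, with Nphs1 between 358 and 2026 CPM. Pdk4, a PPAR target gene, rose by 1.63 on the log2 scale (limma adjusted p 0.0168) and by 1.41 under median-ratio scaling. Its values in PAN ran from 6.20 to 35.6 CPM. Its call was lost in 6 of 9 alternatives that kept every rat. Over these 9 alternatives the limma adjusted p ran from 0.0136 to 0.253. Umod, a tubule gene, was 582 ± 148 CPM in control and 336 ± 149 CPM in PAN. Its log2 change was -0.85 (limma adjusted p 0.0359) and -1.155 under median-ratio scaling. With the library-number covariate Wt1, Pdk4 and Umod lost their calls (limma adjusted p 0.391, 0.201 and 0.224). Lcn2 did not differ between PAN and control (log2 change 0.71, limma adjusted p 0.309, and 0.52 under median-ratio scaling), and its change reversed sign with the podocyte covariate.

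**Figure D3:**
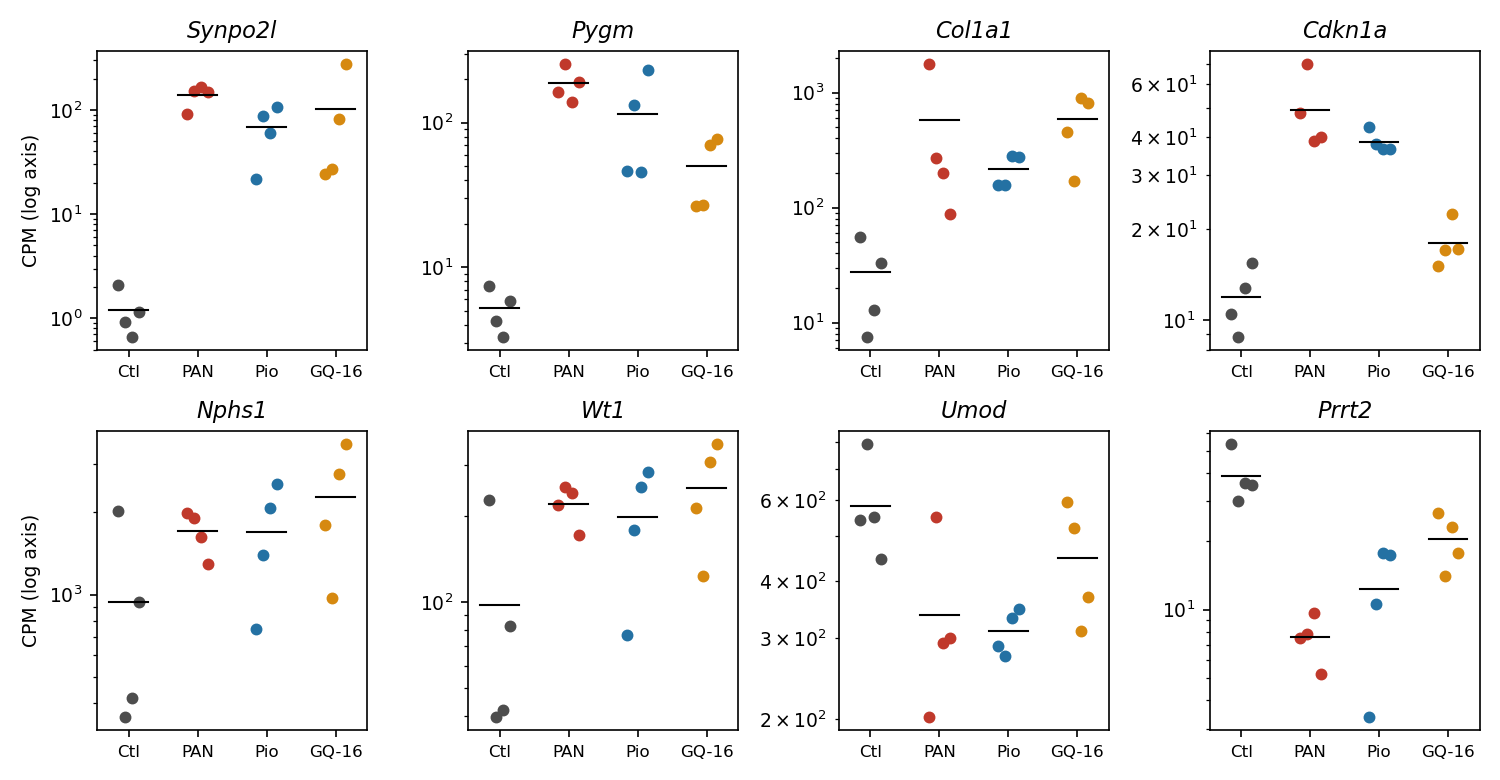
Expression of 8 genes in CPM on a log axis, with a point for each rat and a line at the group mean, for control (Ctl), PAN, PAN plus pioglitazone (Pio) and PAN plus GQ-16. Synpo2l lies between 0.664 and 2.07 CPM in control and between 92.6 and 168 CPM in PAN, and Cdkn1a lies between 15.1 and 22.5 CPM with GQ-16 and between 38.9 and 69.6 CPM in PAN.

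The matrix score was 7.27 ± 0.985 in PAN and 5.47 ± 0.453 in control (SD, n = 4), a difference of 1.80 with an exact permutation p of 0.0286 and an adjusted p of 0.343 over 12 comparisons. It was higher in every PAN rat than in every control rat, and the difference was 1.52 under median-ratio scaling. Of its 24 genes, 20 were higher in PAN at a limma adjusted p under 0.05 over all genes, and 22 were changed when adjusted over the list alone. The podocyte score was 8.34 ± 0.148 in PAN and 7.26 ± 0.989 in control, and this difference of 1.08 did not pass its test (exact permutation p 0.143, adjusted 0.411). Of its 30 genes, 9 were changed over all genes, 3 under median-ratio scaling and 15 over the list alone. The PPAR target score differed by 0.25 and the tubule score by -0.29, with exact permutation p-values of 0.171 and 0.343 (adjusted 0.411 and 0.495). Under median-ratio scaling they were -0.037 and -0.59 (unadjusted exact permutation p 0.800 and 0.0571), and under quantile normalization -0.052 and -0.60 (unadjusted exact permutation p 0.600 and 0.0286), so both depended on the scaling. The p-value of 0.0286 was 0.171 after adjustment. In each of these lists 5 genes were changed over all genes and 5 over the list alone. They were higher in PAN for the PPAR targets and lower for the tubule genes. Under median-ratio scaling 2 PPAR target genes and 4 tubule genes were changed over all genes. PPAR target genes higher in PAN, changed or not, went from 19 to 10 of 30.

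The comparisons of each drug with PAN alone address the effect of treatment. For pioglitazone, 0 genes were changed, 495 had an unadjusted p under 0.05 and the smallest adjusted p from limma was 0.678. Under median-ratio scaling 0 genes were changed, 733 had an unadjusted p under 0.05 and the smallest limma adjusted p was 0.393. Genes without overlap between the 8 rats made up 2.76% of all genes, against 2.86% by chance. For GQ-16, 2 genes were changed, both lower than in PAN, and 1094 had an unadjusted p under 0.05. Cdkn1a (ENSRNOG00000000521), which encodes the cell-cycle inhibitor p21, was 49.1 ± 14.2 CPM in PAN and 18.0 ± 3.15 CPM with GQ-16 (SD, n = 4), a log2 change of -1.38 (SE 0.187, limma adjusted p 0.0189). It was 11.9 ± 2.88 CPM in control and 38.7 ± 3.19 CPM with pioglitazone. The difference between GQ-16 and pioglitazone, tested directly, was a log2 change of -1.08 with a limma adjusted p of 0.278. Prune2 (ENSRNOG00000015088), named after its values were seen because its mean was under 5 CPM, was 4.96 ± 0.384 CPM in PAN and 1.72 ± 0.663 CPM with GQ-16, a log2 change of -1.16 (SE 0.165, limma adjusted p 0.0189). Under median-ratio scaling the adjusted p was 0.068 for both genes and 0 genes were changed.

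None of the 7 genes reported whatever their values differed between either drug and PAN, with limma adjusted p-values from 0.682 to 0.999. Pdk4 was 4.74 ± 0.605 CPM with pioglitazone and 6.21 ± 1.69 CPM with GQ-16 (SD, n = 4), and its unadjusted p from limma was 0.0302 for pioglitazone. Nphs1 was 1702 ± 311 CPM in PAN, 1695 ± 787 CPM with pioglitazone and 2272 ± 1120 CPM with GQ-16. Under at least 1 alternative that kept all rats, 6 of the 14 log2 changes of these genes against PAN changed sign. With a rat left out, 9 did. No direction is given for the changes whose sign varied. Pdk4 with either drug stayed lower than in PAN, and Lcn2, Umod and Nphs1 with GQ-16 stayed higher. None of these changes passed its test. The list scores did not differ from PAN under either drug, with exact permutation p-values from 0.114 to 0.971. The differences nearest to the threshold were in the PPAR target score with pioglitazone (-0.24, exact permutation p 0.114, adjusted 0.411) and the matrix score with GQ-16 (-0.81, exact permutation p 0.171, adjusted 0.411). With a rat left out, the matrix difference with GQ-16 ran from -1.05 to -0.34, so its size depended on single rats. Adjusted over the list alone, 9 of 24 matrix genes were changed with GQ-16 against PAN, and 0 over all genes. Adjusted over the list, 1 of 30 PPAR target genes was changed with each drug.

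The PAN signature score was -1.25 ± 0.488 in control, 0.76 ± 0.508 in PAN, 0.39 ± 0.272 with pioglitazone and 0.03 ± 0.470 with GQ-16 (SD, n = 4). PAN and control differed by 2.01 (exact permutation p 0.0286). The genes were chosen with the true groups and were not chosen again in each permutation, so this p-value is descriptive only. The differences from PAN were -0.38 with pioglitazone (exact permutation p 0.229) and -0.74 with GQ-16 (exact permutation p 0.143), and neither passed its test. A signature made from all PAN and control rats, without holding any out, gave -0.68 and -1.04, each with an exact permutation p of 0.0286. In that form the PAN rats are scored with genes chosen for being high in them. With 50 genes each way the GQ-16 difference was -0.99 (exact permutation p 0.0286). Under median-ratio scaling the differences from PAN were -0.32 with pioglitazone and -0.55 with GQ-16 (exact permutation p 0.229 and 0.114). Over the alternatives the exact permutation p reached 0.686 for pioglitazone and 0.286 for GQ-16. The drugs did not differ from each other (GQ-16 minus pioglitazone -0.36, exact permutation p 0.229).

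**Figure D4:**
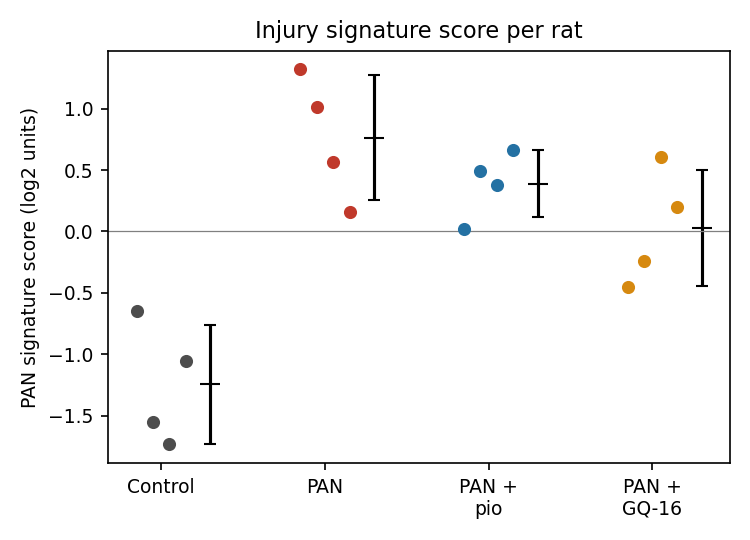
PAN signature score in log2 units for each rat (points), with the group mean and SD in black, for control, PAN, PAN plus pioglitazone (pio) and PAN plus GQ-16. The 4 control rats lie between -1.73 and -0.65 and the 4 PAN rats between 0.158 and 1.32, with the treated rats between -0.454 and 0.662.

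The comparison of GQ-16 with pioglitazone asks whether the drugs differ. In it 0 genes were changed and 786 had an unadjusted p under 0.05, with a smallest limma adjusted p of 0.278. Across 13222 genes, which are not independent replicates, the correlation of the 2 drug effects averaged 0.059 (SD 0.133) over the 6 divisions of the PAN rats, with a range from -0.133 to 0.264. When the same 4 PAN rats stood behind both effects it was 0.540, with the same PAN values entering both effects.

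The comparisons of treated rats with control show the state reached under treatment. Pioglitazone-treated rats differed from control in 659 genes, 621 higher and 38 lower, and under median-ratio scaling in 376 genes, 294 higher and 82 lower. Of the 659, 617 were also changed in PAN against control, all in the same direction. The same 4 control rats enter both comparisons, so agreement in direction is partly built in. GQ-16-treated rats differed from control in 20 genes, all higher. All 20 were changed in the same direction in PAN, again with the same 4 control rats behind both comparisons. Under median-ratio scaling there were 98 genes, 88 higher and 10 lower. Both counts depended on single rats, from 48 to 1660 genes for pioglitazone and from 0 to 1572 for GQ-16 when a rat was left out. Sizes of change differed less than the counts. Over the 2943 genes changed in PAN, the median ratio of the treated change to the PAN change was 0.723 for pioglitazone and 0.652 for GQ-16. The counts of 659 and 20 alone therefore do not show that GQ-16 brought rats nearer to control. These genes were chosen for their change in PAN, so smaller treated changes are partly built in. Within libraries numbered 15 or lower, with 3 treated and 4 control rats, 285 genes were changed for pioglitazone, 247 of them among the 659, and 144 for GQ-16, 16 of them among the 20.

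Synpo2l was the largest rise against control in both treated groups, with log2 changes of 4.82 for pioglitazone (SE 0.610, limma adjusted p 0.00144) and 4.89 for GQ-16 (SE 0.610, limma adjusted p 0.00719), and 4.71 and 4.82 under median-ratio scaling. Pygm rose by 3.92 with pioglitazone (limma adjusted p 0.00101), and by 3.74 under median-ratio scaling. Col1a1 (ENSRNOG00000003897), a collagen gene, was 27.4 ± 22.1 CPM in control, 218 ± 70.4 CPM with pioglitazone and 585 ± 337 CPM with GQ-16 (SD, n = 4), with log2 changes of 3.26 and 4.48 (limma adjusted p 0.0275 and 0.0255), and 3.06 and 4.32 under median-ratio scaling. Without a drug, PAN rats had between 87.3 and 1763 CPM of Col1a1, so these rises do not show an effect of either drug. With the tubule score as a covariate both calls were lost (limma adjusted p 0.121 and 0.0566). Nptx2 (ENSRNOG00000001006) rose from 0.978 ± 0.385 to 23.0 ± 10.6 CPM with GQ-16, a log2 change of 3.45 (SE 0.491, limma adjusted p 0.0122) and 3.39 under median-ratio scaling. Its values also ran from 5.38 to 23.6 CPM in PAN without a drug and from 5.21 to 24.2 CPM with pioglitazone. The largest falls with pioglitazone were those of Prrt2 (log2 change -1.75, limma adjusted p 0.0176), Aqp2 (ENSRNOG00000054378, -1.26, limma adjusted p 0.024) and Hsd11b2 (ENSRNOG00000017084, -1.25, limma adjusted p 0.0158). Under median-ratio scaling they were -1.97, -1.48 and -1.47. Aqp2 and Hsd11b2 are genes of the collecting duct. With the tubule score as a covariate Prrt2 and Aqp2 lost their calls (limma adjusted p 0.107 and 0.0841), and Hsd11b2 kept its call (limma adjusted p 0.0487). Leaving out a rat removed the call of Aqp2 in 4 of 8 fits, and those of Prrt2 and Hsd11b2 in 3 of 8 each.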

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

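Each of 104 groups of 4 rats, formed by the library measures, scores and named genes, was examined for a rat set apart from the others. In 6 groups the gap to the nearest rat was larger than Dixon's 95% limit for 4 values, and chance alone would give about 5.2. The test of library scaling took the distance of the same rat to the nearest other, as a share of the group's range, under median-ratio scaling. The threshold and the read-count test were written before their results were seen, while following the same rat, and leaving the test undecided for a rat still at the end of its group, were chosen after.

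In 4 groups that share fell below the limit. The PPAR target score of GQ-16 replicate 2 was 5.377, below the others at 5.67 to 5.69. This rat had 31.4% mitochondrial reads, and after rescaling its score of 5.591 lay among the others at 5.54 to 5.70, with a share of 0.181, so for this value library scaling remains a candidate explanation. In the other 3 groups the rat was still at the end of its group, and the share can also fall because the others spread, so library scaling can neither be excluded nor be taken as the cause. Aqp2 in control replicate 1 was 5.408 log2 CPM, above the others at 4.85 to 4.94. After rescaling it was 5.367, and the highest of the others was 5.358 (share 0.0189). Calb1 in control replicate 4 was 5.934 log2 CPM, below the others at 6.51 to 6.54. It was 5.942 after rescaling, and its distance to the nearest rat went from 0.576 to 0.527 (share 0.513). Pdk4 in pioglitazone replicate 2 was 1.941 log2 CPM, below the others at 2.30 to 2.37. It was 1.896 after rescaling, and its distance went from 0.357 to 0.225 (share 0.445). For that value 68 reads were counted where 89.5 were expected at the rate of the other 3 libraries, with a one-sided Poisson probability of 0.011. The rat was tested because it was the lowest of its group, out of 104 groups, so a small probability is partly built in and counting error cannot be excluded.

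In 2 groups the share stayed above the limit. Nptx2 in GQ-16 replicate 2 was 2.868 log2 CPM, below the others at 4.67 to 4.92, with a share of 0.927 after rescaling. Pdk4 in PAN replicate 1 was 5.152 log2 CPM, above the others at 2.63 to 2.98, with a share of 0.841. Library scaling therefore did not account for either value. Both remain within what chance gives over 104 groups, and no biological explanation was tested because the labels separate no rat from the others of its group. Without PAN replicate 1 the log2 change of Pdk4 between PAN and control was 1.07, the lowest of the 8 fits that each left out a rat, and its call was kept. The highest was 1.86, and the call was lost in the 2 fits without control replicate 2 or 3.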

How the results depend on the processing

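Of 129 values of the 21 summary results under alternatives that kept all rats, 89 kept their direction and side of the threshold, or stayed within 1.5 times a count or 1 SD. The causes of the changes below were not tested unless stated.

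For PAN against control, 2943 genes became 1136 under quantile normalization, 1141 under median-ratio scaling, 1047 with voom on the recovered reads with that scaling (whole reads for 100% of values), 1580 in a fit to these groups alone and 793 with a 2-fold minimum. Covariates gave 752 (podocyte score), 393 (library number) and 381 (library number with median-ratio scaling). The fall under rescaling goes with the median shift of all genes from 0.28 to -0.003. Across the 8 fits that each left out a rat the count ran from 838 to 4964.

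For pioglitazone against PAN the count was 0 in all 11 alternatives that kept every rat, and from 0 to 1 with a rat left out. As deposited 495 genes had an unadjusted p under 0.05. That number was 733 under median-ratio scaling, 822 with voom and 1141 with library number and median-ratio scaling. It was lower only with a pseudocount of 0.1 (471) and at a mean of at least 10 CPM (272 of 9909 genes). The smallest limma adjusted p in any of these settings was 0.0756, with voom. For GQ-16 against PAN, 2 genes became 0 under quantile normalization, median-ratio scaling, voom, a fit to these groups alone, and the library-number covariate with or without median-ratio scaling, where 926, 912, 974, 958, 1280 and 868 genes had an unadjusted p under 0.05 in the order quantile, median-ratio, voom, groups alone, with and without. The count was 1 at a mean of at least 10 CPM, 7 with the tubule covariate and 44 with the podocyte covariate, and from 0 to 9 with a rat left out. GQ-16 against pioglitazone gave 0 throughout, with 786 at an unadjusted p under 0.05 as deposited.

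For pioglitazone against control, 659 genes became 384 under quantile normalization, 376 under median-ratio scaling, 250 with voom, 393 at a mean of at least 10 CPM, 272 with a 2-fold minimum, 89 with the tubule covariate, 350 with the podocyte covariate and 399 with library number and median-ratio scaling, and from 48 to 1660 with a rat left out. For GQ-16 against control, 20 genes became 67, 98 and 35 under quantile, median-ratio and voom, 9 with the podocyte covariate, and 33 and 83 with library number without and with median-ratio scaling, and from 0 to 1572 with a rat left out.

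The PPAR target difference between PAN and control changed from 0.25 to -0.036 with the median over the list, -0.052 under quantile normalization and -0.037 under median-ratio scaling. The tubule difference between GQ-16 and PAN changed from -0.04 to 0.089 under quantile normalization and 0.087 under median-ratio scaling. No list difference passed an adjusted p of 0.05 in these settings, but with 12 comparisons and a smallest exact p of 0.0286 a single one cannot, so this shows neither stability nor absence of a difference. With a rat left out, podocyte differences from PAN ran from -0.47 to 0.03 for pioglitazone and from -0.21 to 0.33 for GQ-16. The tubule difference of GQ-16 from PAN also changed sign, running from -0.25 to 0.11. The signature difference became -0.68 for pioglitazone and -1.04 for GQ-16 without holding rats out, and -0.99 for GQ-16 with 50 genes each way, each with an exact permutation p of 0.0286. Over the alternatives the exact permutation p of this difference ran from 0.0286 to 0.686 for pioglitazone and from 0.0286 to 0.286 for GQ-16. The correlation of drug effects became 0.54 with shared PAN rats and ran from -0.071 to 0.196 with a rat left out.

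Among named genes, signs changed as follows. Against control, the PAN change of Podxl became -0.13 and that of Nphs1 -0.057 and of Lcn2 -0.19 with the podocyte covariate, and Podxl became -0.11 with library number and median-ratio scaling. That covariate contains Podxl and Nphs1. For pioglitazone against PAN, library number without and with median-ratio scaling gave 0.064 and 0.084 for Wt1, 0.14 and 0.16 for Synpo, and 0.29 and 0.31 for Nphs1. The podocyte covariate gave 0.037 for Synpo and 0.17 for Nphs1, and the tubule covariate 0.093 for Nphs1 and 0.087 for Umod. Umod was 0.042, 0.057 and 0.044 under quantile, median-ratio and voom. For GQ-16 against PAN, Podxl and Synpo were -0.0054 and -0.015 with the podocyte covariate. None of these values had an adjusted p under 0.05. Leaving out a rat changed the sign of 9 of the 14 changes against PAN: for pioglitazone Lcn2 (-0.13 to 0.70), Nphs1 (-0.37 to 0.22), Podxl (-0.11 to 0.086), Synpo (-0.63 to 0.068), Umod (-0.24 to 0.24) and Wt1 (-0.53 to 0.097), and for GQ-16 Podxl (-0.22 to 0.25), Synpo (-0.34 to 0.45) and Wt1 (-0.12 to 0.38). Otherwise 50 values of named genes lost their call and 1 gained it with all rats kept, and 50 lost and 2 gained it with a rat left out. Cdkn1a with GQ-16 fell in all 8 fits without a rat (-1.49 to -1.20) and lost its call in 4. Its adjusted p from limma ran from 0.00735 to 0.165 over alternatives with all rats.

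The absence of a low-value filter could not alter anything, because the filter removed 0 genes. Alternatives meant for a count table were not run. No paired analysis was possible because the labels give no replicate number shared between groups. Depth did not limit the named genes, whose lowest group mean was 0.978 CPM against a floor of at most 0.22 CPM.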

Other observations

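The tests of regrouped rats and the tests of library number on the podocyte score, the mitochondrial share and the first principal component, that of library scaling on the p53 targets, the p53 comparisons that involve pioglitazone, the tests of library number on Cdkn1a and the correlations of the tubule score under median-ratio scaling were chosen after the result was seen. The marker lists for other glomerular cells, skeletal muscle and p53 targets were written before they were tested.

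Regrouping tested whether the gene counts could arise from any division of the same 8 rats into 4 and 4, of which there are 35. For PAN against control, 1 of 35 divisions, the real one, gave as many as 2943 genes. For pioglitazone against PAN and GQ-16 against pioglitazone the count was 0, which all 35 divisions reach by definition, so regrouping says nothing about these. For GQ-16 against PAN it was 2 of 35, for pioglitazone against control 2 of 35 and for GQ-16 against control 3 of 35, so for these 3 counts the share of divisions was above 0.05. In each of these comparisons a matching division differed from the real one by the exchange of 1 rat from each side, and such divisions still largely follow treatment. For GQ-16 against PAN it exchanged PAN replicate 1 and GQ-16 replicate 3. The other division for pioglitazone gave 1418 genes and put control replicates 2, 3 and 4 with pioglitazone replicate 1, with a mean mitochondrial share of 27.7% against 12.9%. For GQ-16 a division with control replicates 2, 3 and 4 and GQ-16 replicate 2 on one side gave 4299 genes, at 30.7% against 12.1%, and another, with 2 rats of each group on each side, gave 2883 genes, at 30.5% against 12.2%. Under median-ratio scaling that last division gave 0 genes, the one with 4299 gave 1197 against 98 for the real groups, and the one with 1418 gave 757 against 376, so rescaling did not remove the excess of these 2. In these 3 divisions the sides differed in mean mitochondrial share, although single rats overlapped in the last.

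The podocyte score fell as the mitochondrial share rose, a relation noticed in these data and tested on them. After subtraction of group means the correlation over 16 rats was r = -0.927 and rho = -0.953 (within-group permutation p 2e-05 for each, adjusted 0.00014 over 7 relations), and r = -0.897 without the 2 rats with the most extreme podocyte score. Within the 11 libraries numbered 15 or lower r was -0.916 and rho -0.936 (permutation p 0.00457 and 0.00675), and the 5 libraries with higher numbers are too few to test. Both measures are shares of the same total. With the podocyte score under median-ratio scaling, r was -0.888 and rho -0.932 (permutation p 0.00019 and 2e-05). The podocyte rise in PAN, which did not pass its own test, was weighed against technical explanations. The glomerular endothelial and mesangial list also rose by 0.66 (exact permutation p 0.0286), by 0.36 under median-ratio scaling (exact permutation p 0.0286) and by 0.346 under quantile normalization (exact permutation p 0.0571), and the podocyte rise exceeded it by 0.423 (exact permutation p 0.314). Within groups the podocyte score and that list were related by r = 0.363 and rho = 0.376 (permutation p 0.266 and 0.211, adjusted 0.438 for r), and by r = 0.266 (permutation p 0.537) in libraries numbered 15 or lower. Glomerular content of the preparations may contribute and cannot be excluded. Dilution by tubule RNA predicts a negative relation. Within groups tubule and podocyte scores had r = 0.308 and rho = 0.276 (permutation p 0.202 and 0.325, adjusted 0.438 for r), and r = 0.748 in libraries numbered 15 or lower (permutation p 0.014). Both scores move with the mitochondrial share through the library total, and under median-ratio scaling r was -0.0244 and rho -0.132 (permutation p 0.914 and 0.636), and r = 0.407 in libraries numbered 15 or lower (permutation p 0.23), so tubule RNA cannot be excluded. Median-ratio scaling left a difference of 0.785 (exact permutation p 0.143), which cannot decide the matter because the difference had not passed before. Libraries numbered 25 or higher had podocyte scores 0.651 higher than the others of their group (stratified exact permutation p 0.0781 over 64 arrangements), so library number also cannot be excluded.

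For the lower mitochondrial share in PAN, tubule RNA predicts a positive relation of tubule score and share. Within groups r was -0.23 and rho -0.3 (permutation p 0.313 and 0.258, adjusted 0.438 for r), and r was -0.643 in libraries numbered 15 or lower (permutation p 0.0201). The share itself lowers the score as deposited. With the tubule score under median-ratio scaling r was 0.165 and rho 0.209 (permutation p 0.41 and 0.414), and r = -0.174 in libraries numbered 15 or lower (permutation p 0.535), so tubule RNA cannot be excluded here either. Libraries numbered 25 or higher had a share -7.22 points lower within their groups (stratified exact permutation p 0.141), and the fall in PAN could not be told apart from an effect of library number. On the first principal component, which held 39.4% of the variance, libraries numbered 25 or higher were 26 units higher than the others of their group (stratified exact permutation p 0.0156, the smallest the 64 arrangements can give). The number may therefore mark a batch or a cohort, which would overlap with PAN injection without treatment.

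The largest rises in PAN include genes known from striated muscle. Skeletal muscle tissue in the libraries was tested with a list of 23 skeletal muscle structural genes. Of these, 5 are in the table, and their score was 1.39 higher in PAN (exact permutation p 0.0286), and 1.14 and 1.07 higher under median-ratio scaling and quantile normalization, with Myoz1, Ryr1 and Eno3 changed and Casq1 and Actn3 not. Every listed gene reached 2 CPM in at least 8 libraries. Pygm was at least 26.7 CPM and Myom2 at least 15.7 CPM in all 12 rats given PAN, while most of the 23 structural genes are not listed, so skeletal muscle tissue did not account for the rises by the rule written in advance. No other source of these transcripts was tested.

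Cdkn1a is a target of p53, so 23 other p53 targets were tested as a hypothesis for its lower level with GQ-16. Their score was 0.331 higher in PAN than in control and -0.226 lower with GQ-16 than in PAN (exact permutation p 0.0286 each), with 21 of 23 genes lower, where 79.3% of all genes were lower. Under median-ratio scaling the fall with GQ-16 was -0.104 (exact permutation p 0.0286), with 15 of 23 genes lower and 48.4% of all genes lower, so that scaling did not remove it. Under quantile normalization it was -0.0895 and just missed the threshold (exact permutation p 0.0571). The rise in PAN was 0.0432 under median-ratio scaling (exact permutation p 0.343), with 9 of 23 genes higher, against 18 of 23 as deposited, and 0.0194 under quantile normalization (exact permutation p 0.629). Single genes were less dependent on it: 8 of 23 were changed between PAN and control as deposited and 6 of 23 under median-ratio scaling, all higher in PAN. The rise of the score in PAN therefore depended on the scaling. Libraries numbered 25 or higher differed by 0.024 in this score (stratified exact permutation p 0.734), and by -0.0959 under median-ratio scaling (p 0.0156 in the same permutation test), a direction that would lower PAN and not raise it. The score was also lower with pioglitazone than in PAN, by -0.162 as deposited (exact permutation p 0.0286) and by -0.082 under median-ratio scaling (exact permutation p 0.0857), while Cdkn1a was 38.7 CPM with pioglitazone. GQ-16 and pioglitazone did not differ in it (-0.0637, exact permutation p 0.457). None of these p-values for the score was adjusted, and 0.0286 is the smallest exact permutation p that this design allows. A slightly lower p53 target level with GQ-16 therefore stays open. The score did not separate the drugs and so does not account for a lower Cdkn1a with GQ-16 alone. Those library-number tests concern the p53 score. For Cdkn1a itself the change between GQ-16 and PAN was -1.35 with the library-number covariate against -1.38 without, although its call was lost (limma adjusted p 0.099), and libraries numbered 25 or higher differed by 0.0552 within their groups (stratified exact permutation p 0.766). Library number therefore did not account for the size of the fall. Cdkn1a lost its call in 6 of 10 alternatives that kept every rat, so the pattern stays a hypothesis. Phlda3 had the largest fall of the list, with a log2 change of -1.07 (unadjusted p 0.00125 in limma).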
